A study of Mus musculus with 2 samples. Its data were reported in "The RNA-binding protein HuR is a negative regulator in adipogenesis" (2020).

How the data were processed

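RNA immunoprecipitation with an anti-HuR antibody was followed by sequencing of epididymal white fat RNA from control mice (floxed HuR, no Cre) and HuR-FKO mice (floxed HuR with adiponectin-Cre), 6 weeks of age. Groups came from the genotype given with each sample, with 1 library per genotype. The authors deposited FPKM values per gene, fragments per kilobase of transcript scaled to the mapped fragments of the library, in 1 table for both libraries. The submitters' processing notes name TopHat, TopHat2 2.0.11, Cufflinks 2.1.1 and the mm10 build. The study's methods describe paired-end alignment and quantification for its RNA-seq, and whether every detail applies to the immunoprecipitation is not given in the sources used here, nor are the gene annotation, duplicate handling and strand setting. FPKM divides by each library's own total, so a few very abundant RNAs in a library lower the values of all its other genes.

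Gene biotypes, transcript lengths and 3' UTR sequences came from the GENCODE annotation of the same build, joined by gene identifier. Of 38396 rows, 36489 matched and 1907 did not. Start positions in the table count from 0 and were raised by 1. Values under 0.1 FPKM were set to 0.1, and log2 ratios of control over HuR-FKO were computed for protein-coding genes at 5 FPKM or more in either library; this floor and filter follow the study's own supplementary tables. An exact 0 can be a failed estimate, so genes at 0 are given as listed at 0 with no fold. Among the 5571 genes, 177 were at 0 in control and 15 in HuR-FKO.

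With 1 library per group no test was run. Gene lists were described by the percentile of their median among 10000 random lists of equal size drawn within 10 strata of mean expression, and were counted outside the central 95% with at least 5 measured members. In simulated data over 5571 genes, 14 of 200 lists of 20 genes with no shift were counted, and 46 of 50 lists shifted by a log2 of 2. The simulated ratios did not depend on expression, and that shift exceeds the largest median of a counted list, 1.75. Pentamer classes were matched on expression and 3' UTR length. Named genes followed a rule fixed before the data were examined. It takes 5 genes the study discusses, the 10 largest ratios in each direction at 1 FPKM or more in the lower library without predicted genes, 5 genes in each direction under 0.1 FPKM in the other library, the 5 most abundant of each library, up to 4 members per list with the largest absolute ratio at 0.1 FPKM or more in both libraries, and genes sharing a locus with these. Before the lists were fixed, the study's enriched processes and first rows of its target tables had been read. These were computed from the same 2 libraries, so the lists for nucleotide synthesis, DNA replication, interferon, antigen processing, immediate early genes, HuR mRNAs, ribosomal proteins, splicing factors and RNA-binding proteins are not independent of them.

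Depth is not given in the table. Library totals were estimated by scanning for the total at which low values of genes with a single transcript became whole steps, within 0.05. At the totals used, 41.8% of 622 control values and 32.4% of 367 HuR-FKO values were whole, against 10% by chance, so fragments per gene were not recovered. Multiples of a true total also give whole steps, so the smallest total reaching a share of 0.7 of the best score was taken. This share was chosen after several were tried on the data. Shares of 0.6, 0.7, 0.8 and 0.9 gave 10900000, 10980000, 10980000 and 10980000 fragments for control, and 18120000, 18460000, 36680000 and 36680000 for HuR-FKO. In simulated libraries over 4209 genes, the procedure at 0.7 returned 12060000 fragments for a true total of 12000000 and 30160000 for a true total of 30000000. Simulated values were exact steps with a single fragment length, and a doubling of the larger total lay beyond the scan. The simulation therefore does not decide between 18460000 and 36680000 for HuR-FKO. At 5 FPKM a transcript of 2 kb corresponds to about 109.8 fragments in control and 184.6 in HuR-FKO under these totals. Only the higher value of a gene has to reach 5 FPKM, and the lower value corresponds to under 10 estimated fragments in 723 of the 5571 genes and in 30 of the 200 with the highest ratio. These estimates multiply FPKM by mean transcript length and total, and large folds resting on them are imprecise. They were added after the values were seen. The most frequent ratio of low values, 1.67 (40 of 3065 rows), does not use this setting and is close to the ratio of totals of 1.68. With 36680000 for HuR-FKO the ratio of totals is 3.34, and genes with a doubled fragment count in HuR-FKO would then give about the same ratio of values. The frequent ratio therefore does not decide between the totals either.

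Alternatives fixed beforehand were a pseudocount of 0.1 or 1, filters of 1 or 20 FPKM or none, median centring, upper-quartile scaling, scaling to TPM, all genes, rows of a symbol summed, other random lists and other motifs. Those added after seeing the data left out genes listed at 0, left out genes seen in the study's tables, and changed the share used for library totals. The pentamer share at the low end of the ranking was added then too. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The study's RNA-seq, ribosome profiling and real-time PCR were not used here.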

Results

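RNA was immunoprecipitated with an antibody against HuR, the RNA-binding protein encoded by Elavl1, from epididymal white fat of 6-week-old mice and sequenced. The 2 libraries came from a control mouse line with floxed HuR alleles and from HuR-FKO, in which Cre driven by the adiponectin promoter deletes HuR in adipocytes. There was 1 library per genotype, so no difference below has a replicate check and no p-value is given. The table held 38396 gene rows. Of the 21127 rows marked protein-coding, 5571 reached 5 FPKM (fragments per kilobase of transcript, scaled to the library's mapped fragments) in either library, 2411 of them in control and 5391 in HuR-FKO. Library totals estimated from the steps between low values were 10980000 fragments for control and 18460000 for HuR-FKO, and the second depends on a setting chosen after the values were seen. Stricter settings gave 36680000 for HuR-FKO. No input or IgG library was analysed here, so a ratio between the libraries cannot separate binding from abundance.

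The first question was whether the deleted gene itself follows the labels. Elavl1 (ENSMUSG00000040028, chromosome 8, 4284782 to 4325100, mm10) was at 16.6 FPKM in the library labelled control and 26.1 FPKM in the library labelled HuR-FKO, 1.57-fold higher in the latter. On the deposited scale the targeted gene therefore goes against the label. Most genes were also higher in that library, and relative to the median ratio of all genes Elavl1 lay 2.97-fold toward control. The direction turned with the scaling, to a log2 ratio of 0.92 after median centring and 1.32 after upper-quartile scaling, while on TPM it was -2.01, further against the label. Each of these scalings adds a constant to every gene. The TPM constant comes from summed FPKM, to which very short gene models add heavily. The miRNA models Gm24245 and Gm24187 were at 2.91e+07 and 8.96e+06 FPKM in control, and 9.93e+06 and 2.85e+06 in HuR-FKO. Fragments of models under 300 bases cannot be estimated, so the TPM direction says little about the labels. The value covers the whole gene and all cells of the fat pad, including those in which Cre is not active. It also comes from an immunoprecipitate without input, so Elavl1 mRNA level and recovery with the antibody cannot be told apart. It is therefore not a direct check of the deletion. Other measures of the study, not used here, run the way the labels say. The authors reported loss of HuR from this fat in HuR-FKO mice by PCR and western blot, and that by PCR the immunoprecipitate of HuR-FKO fat held less Insig1 mRNA but not less Fabp4 mRNA. Every direction below is given for the libraries as labelled.

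The main comparison asked which mRNAs had the higher FPKM in the library labelled control and which in the library labelled HuR-FKO. Most had the lower value in control. FPKM is a share of each library, so the amount of RNA recovered is not known. Of the 5571 genes, 413 (7.41%, Wilson 95% interval over genes 6.75 to 8.13%, as a description only) had the higher value in the library labelled control. The median log2 ratio of control over HuR-FKO was -2.22, a 4.66-fold higher level in the library labelled HuR-FKO, and the SD across genes was 1.88. The SD was lower among abundant genes, at 1.21 over the 316 genes whose higher value was 200 FPKM or more. It was 0.92 over the 758 genes at 20 FPKM or more in both libraries, a filter that itself removes large ratios. In all, 179 genes were at least 2-fold higher in control and 4589 at least 2-fold higher in HuR-FKO. The filter shapes these counts and the median ratio. It was reached by 5391 genes in HuR-FKO, 2411 in control and 2231 in both, so most genes entered through HuR-FKO alone. With no filter the counts were 881 and 10039. The counts also rest on the scaling. Median centring gave 646 and 2208 genes with 30.6% of genes higher in control, and upper-quartile scaling gave 948 and 1640 genes with 42.4% higher. TPM went the other way, with 64 and 5280 genes and 2.41% higher in control. The median log2 ratio of these genes was still -0.65 after median centring and -0.24 after upper-quartile scaling, so neither centres them. Relative to the median ratio itself, 1214 genes lay at least 2-fold above and 1395 at least 2-fold below. The constant added to every log2 ratio was 1.57 for median centring, 1.98 for upper-quartile scaling and -1.36 for TPM, so genes are also described relative to the median ratio.

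**Figure D1:**
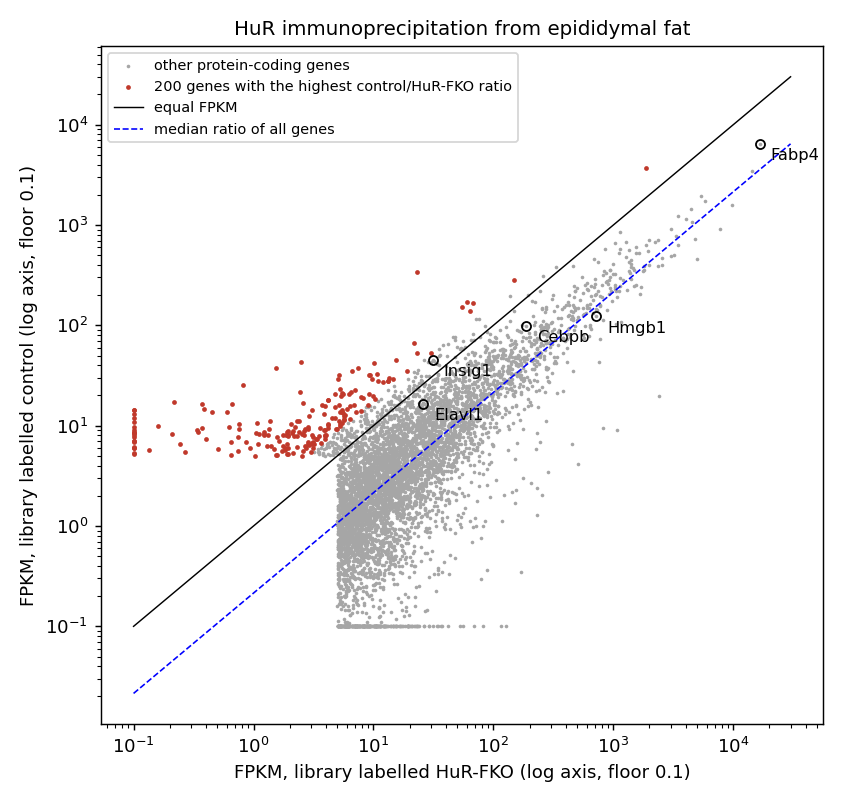
FPKM of 5571 protein-coding genes in the library labelled HuR-FKO (x axis) and the library labelled control (y axis), both log axes with values under 0.1 drawn at 0.1. Points are genes, red points are the 200 with the highest ratio, the solid line marks equal FPKM and the dashed line the median log2 ratio of -2.22; most points lie under the solid line.

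Among the genes with the largest ratios toward the library labelled control, Fam229b was at 37.2 against 1.54 FPKM, a 24.2-fold difference, and Haus1, a subunit of the augmin complex of the mitotic spindle, at 43.5 against 2.5 FPKM (17.4-fold). Tdg, a thymine DNA glycosylase, was 9.97-fold higher, and its end overlaps Glt8d2. Stxbp3a was 8.91-fold higher. The ubiquitin ligase Mib1 was 8.12-fold higher, and Ctnnb1, which encodes beta-catenin and overlaps Ulk4, was 8.02-fold higher, at 11.1 against 1.38 FPKM. Dnajb9, an endoplasmic reticulum co-chaperone, was 7.41-fold higher, Ciapin1 7.18-fold, the mitochondrial ribosomal protein gene Mrpl22 6.81-fold and Psph, the last enzyme of serine synthesis, 6.69-fold. Another set had a level in the library labelled control and a value under 0.1 FPKM in the other. An exact 0 can be a failed estimate and does not show absence, here or in the opposite direction. B230307C23Rik (14.3 FPKM), 1810019J16Rik (14.3 FPKM) and Rnaseh2c (10.8 FPKM), a subunit of ribonuclease H2, were listed at 0 in the library labelled HuR-FKO. The transcription factor gene Myc was at 13.1 FPKM against 0.0346 FPKM, and Ampd3, an AMP deaminase, at 11.8 against 0.0342 FPKM. Myc, Ampd3 and Rnaseh2c had been seen in the study's target tables before. The low values of Myc and Ampd3 correspond to about 1.08 and 1.17 fragments at the estimated total.

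In the opposite direction the ratios were larger on the deposited scale and on TPM. After median centring or upper-quartile scaling the order turns, as it does relative to the median ratio, with Fam229b 113-fold and Haus1 81.2-fold above it against Elp5 22.6-fold and Cdk4 16.4-fold below it. Lower values rest on few fragments in places, such as 9.87 for Elp5 and 13.2 for Cdk4 at the estimated total. Elp5, an Elongator subunit that overlaps Ctdnep1, was at 1.11 FPKM in the library labelled control and 117 FPKM in the library labelled HuR-FKO, 105-fold higher. Cdk4, a cyclin-dependent kinase of the G1 phase, was 76.4-fold higher at 85.7 FPKM, and Tspan31, which overlaps its end, was at 66.1 FPKM. Ccdc73 was 66.7-fold higher and overlaps Eif3m, at 63.7 FPKM. The histone demethylase gene Kdm5a was 65.4-fold higher, Appl2 59.8-fold, the signal peptidase subunit gene Spcs1 58.6-fold and the complex I subunit gene Ndufv1 58.3-fold. Stk11, which encodes the kinase LKB1, was 56.7-fold higher, Sri 49.9-fold and Mapk6 43.7-fold. Emc9 (126 FPKM), Abcb6 (115 FPKM), Gm10974 (82.6 FPKM), Gm21830 (68.9 FPKM) and 1600002K03Rik (56.3 FPKM) were listed at 0 in the library labelled control. Transcripts of Gm10974 and Gm21830 average 126 and 135 bases, so their FPKM is uncertain. Emc9 overlaps the end of Psme1, at 133 FPKM in the library labelled HuR-FKO. Reads from overlapping genes cannot be assigned with certainty, and 58 of the 130 genes that the naming rule selected overlap another annotated gene.

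Fabp4, Actb and Rplp2 were among the 5 most abundant mRNAs of both libraries. Fabp4, the adipocyte fatty acid carrier, was at 6444 and 16670 FPKM in the libraries labelled control and HuR-FKO, Actb at 3451 and 14399 FPKM, and Rplp2 at 1731 and 5823 FPKM. Rpl41 (1930 FPKM) and the predicted gene Gm20594 (3682 FPKM) completed the 5 highest in control. Cfd, which encodes adipsin, at 9814 FPKM and Gm11032 at 7772 FPKM completed those in HuR-FKO. Transcripts of Gm11032 average 102 bases, and fragments of models under 300 bases cannot be estimated, so its place is uncertain.

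The study took the genes most enriched by the immunoprecipitation as HuR targets and followed Insig1 among them. At rank 200 here the ratio was 1.75-fold (log2 0.81), and 4758 genes were lower in control by at least that size. Insig1, a negative regulator of sterol synthesis (chromosome 5, 28071363 to 28078662), was at 45.6 FPKM in the library labelled control and 31.1 FPKM in the library labelled HuR-FKO, 1.47-fold higher in control and at rank 253. It lay 6.85-fold above the median ratio, and the TPM scaling, which rests largely on very short models, turns its direction. Fabp4 was 2.59-fold higher in HuR-FKO, the transcription factor gene Cebpb (98.9 against 188 FPKM) 1.90-fold higher and the chromatin protein gene Hmgb1 (123 against 718 FPKM) 5.83-fold higher. Relative to the median ratio, Fabp4 (1.80-fold) and Cebpb (2.45-fold) lay on the same side as Insig1, toward control, and Hmgb1 lay 1.25-fold on the other side. Median centring turned Fabp4 to a log2 ratio of 0.20 and Cebpb to 0.64, while Hmgb1 stayed at -0.98. The 200 genes had a median of 9.56 FPKM in the library labelled control, and 39 of them reached 20 FPKM there.

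Gene lists fixed before the data were examined were compared relative to the median ratio, with the percentile of each list's median among 10000 random lists of equal size and similar mean expression. Of 29 lists, 21 had at least 5 measured members, and 5 lay outside the central 95% of random lists. At the nominal rate and with independent lists, 1.05 would do so by chance. Lists share members, however, and the simulation with no shift counted 14 of 200. Some genes of these lists had been seen in the study's own target tables, which came from the same 2 libraries. Without the 12 genes seen there, 3 lists remained outside, all among the 5. The members named for each list are those with the largest absolute ratio, which mostly lie toward HuR-FKO whatever the list median.

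Adipocyte markers were the list that lay toward the library labelled HuR-FKO. Their median was -0.23 on the log2 scale relative to all genes, at the 0.03 percentile, although 10 of the 24 members were above the median ratio. Random lists of equally abundant genes lay between 0.05 and 0.89, and against random lists not matched on expression the percentile was 24.9, inside the range. The lipase gene Pnpla2 was 12.3-fold higher in HuR-FKO at 267 FPKM, the glucose transporter gene Slc2a4 8.59-fold, the acyltransferase gene Agpat2 8.19-fold and the adrenergic receptor gene Adrb3 7.86-fold. Fatty acid synthesis genes stayed within the random range (median 0.63, 78.5 percentile), with 11 of 13 members above the median ratio. Mlxipl, a transcription factor gene of this pathway, was 1.99-fold higher in control, and the 2 members below the median ratio were Acss2 and Fasn, 9.35-fold and 7.12-fold higher in HuR-FKO. Genes of sterol synthesis and uptake (0.63, 86.1 percentile, 8 of 12 above the median ratio) stayed within it too, with Dhcr7 19.8-fold and Insig2 14.9-fold higher in HuR-FKO.

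Erythroid and platelet markers lay toward the library labelled control, with all 6 measured members above the median ratio, a list median of 1.75 and a percentile of 99.8. Alas2, the heme synthesis enzyme of red cells, was 4.24-fold higher in control, and it overlaps Apex2. The globin genes Hba-a1, Hba-a2 and Hbb-b1 were 1.90-fold, 2.58-fold and 2.16-fold higher in HuR-FKO, less than the median gene, and the platelet gene Pf4 was 1.20-fold higher in control. Near-identical globin copies can share reads. Splicing factors and hnRNPs (53 members, 32 above the median ratio) had a list median of 0.62 at the 98.4 percentile, although the members with the largest absolute ratios went the other way. Prpf18 was 31.1-fold, Prpf6 20.9-fold, U2af2 16.5-fold and Hnrnpd 16.0-fold higher in the library labelled HuR-FKO. The list was inside the range with a filter of 1 FPKM (57.0 percentile) and with no filter (68.3). It is not independent evidence, because the study's report of RNA metabolism among the targets from these libraries had been read before the list was fixed.

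Nucleotide synthesis (16 members, 9 above the median ratio, list median 0.60, 98.2 percentile) and DNA replication (15 members, 9 above, 0.36, 97.6 percentile) also passed the bound. Neither is independent evidence, because Ampd3, Prps1l3 and Rnaseh2c had been seen in the study's target tables. Without the seen genes their percentiles were 67.4 and 93.1, inside the range. DNA replication was also inside at filters of 1 FPKM (80.3) and 20 FPKM, with no filter (60.6), over all genes (96.8), without genes listed at 0 (92.1), and with random lists matched on transcript length as well (97.3) or not matched (81.1). Nucleotide synthesis was inside at 20 FPKM (91.0), over all genes (97.0) and with random lists not matched (94.6). Members went both ways. In control, Rpa1 was 3.07-fold, Rfc1 2.47-fold, Rpa2 2.35-fold and Pcna 1.69-fold higher among DNA replication genes, and Dut 2.01-fold and Paics 1.88-fold higher among those of nucleotide synthesis. Tyms, the thymidylate synthase gene, was 17.2-fold and Gart 17.0-fold higher in HuR-FKO, as were Rnaseh2a (45.2-fold) and Rpa3 (21.7-fold). The control values of Rnaseh2a, Rpa3 and Gart correspond to about 1.45, 3.01 and 4.66 fragments, so these folds are loose. Rnaseh2a overlaps Prdx2, at 498 FPKM in that library.

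The other lists with at least 5 members stayed inside the central range at the filter of 5 FPKM. For mRNAs described elsewhere as bound by HuR the percentile was 48.3, with 8 of 16 members above the median ratio; Mmp9 was 24.2-fold and Xiap 20.4-fold higher in HuR-FKO. Immediate early genes were at the 85.7 percentile, and RNA-binding proteins of AU-rich elements at 31.2. Lists with a member seen in the study's tables were not independent of them, and without it the percentiles were 18.6 for HuR mRNAs, 78.2 for immediate early genes, 32.7 for antigen processing and 66.3 for cytosolic ribosomal proteins. Cytosolic ribosomal proteins (59.2 percentile), mitochondrial ribosomal proteins (93.9), nuclear OXPHOS subunits (36.8), mitochondrially encoded mRNAs (71.3), proteasome subunits (9.24), aminoacyl-tRNA synthetases (27.6), replication-dependent histones (4.98) and antigen processing genes (40.1) were inside as well. Against random lists not matched on expression, cytosolic ribosomal proteins (99.6), mitochondrial ribosomal proteins (99.5) and nuclear OXPHOS subunits (98.6) lay outside, toward control. The histone median moved with the filter, from -0.38 over 6 members to 1.61 over 17 members at 1 FPKM (99.99 percentile), outside toward control. With no filter it was 1.92 over 50 members (100 percentile). There, a gene under 0.1 FPKM in both libraries gets a log2 ratio of 0, above the negative median of all genes. Of 70 histone rows, 53 were above 0 in control and 32 in HuR-FKO, and 7 reached 5 FPKM. Of all protein-coding rows, 12138 were above 0 in control and 13896 in HuR-FKO. The value with no filter reflects the floor at least in part. A gene under 0.1 FPKM in both libraries cannot enter at 1 FPKM. The summed FPKM of histone rows was 143 in control and 581 in HuR-FKO, 4.06-fold higher in the latter. Above the median ratio were 6 of 16 aminoacyl-tRNA synthetases, 22 of 35 proteasome subunits and 8 of 12 antigen processing genes, while Mars was 38.9-fold, Psma1 17.1-fold and Psmb9 12.4-fold higher in HuR-FKO. Markers of other cells of the fat pad stayed inside, with macrophage markers at the 78.8 percentile (9 of 12 above the median ratio), endothelial markers at 76.9 (7 of 8) and fibroblast and preadipocyte markers at 18.9 (7 of 16). Aif1 of macrophages was 13.5-fold and Col1a1 of fibroblasts 9.26-fold higher in HuR-FKO, and Vwf of endothelium was at 2.06 against 24.7 FPKM. Lists with under 5 measured members were not called, and both noncoding RNA lists had 0 in the protein-coding set. Interferon-stimulated genes (4 members) were at the 99.2 percentile, and the 2 members not seen in the study's tables at 37.6. Percentiles were 17.3 for brown fat (3 members), 23.1 for muscle (3) and 67.0 for mesothelial markers (2). The single measured lymphocyte marker Lck (15.3 FPKM, 6.84 percentile) and epididymal marker Lcn2 (41.5 FPKM, 0.555 percentile) were listed at 0 in the library labelled control. Mlxipl, Pf4, Lck, Lcn2, Rpa1, Rfc1, Rpa2, Pcna, Dut and Paics fall outside the naming rule and were chosen after their values were seen.

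**Figure D2:**
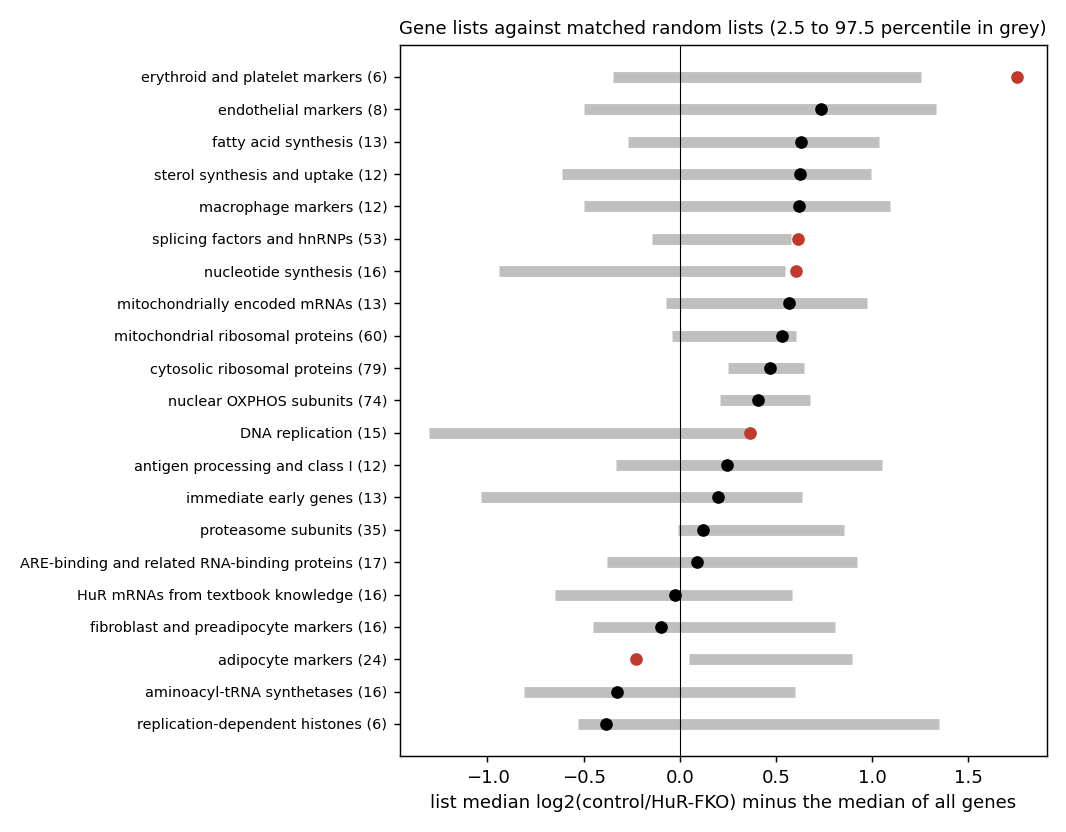
List medians of log2 control over HuR-FKO relative to all genes (x axis) for the 21 lists with at least 5 measured members, number of members in parentheses. Grey bars span the central 95% of matched random lists and red points are the 5 lists outside them; adipocyte markers lie under their bar at -0.23 and erythroid and platelet markers over it at 1.75.

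HuR is known to bind AU-rich elements, and the last comparison asked whether ratios follow the ATTTA pentamer in the longest annotated 3' UTR. Among the 200 genes with the highest ratio, 127 of 196 searched had a pentamer (64.8%, Wilson 95% interval 57.9 to 71.1%), against 3484 of 5306 other genes (65.7%). Sets matched on expression and 3' UTR length had a median of 64.8%. This share rests on the labelled direction, so the 200 genes at the other end were searched as well, after the values were seen. Of 183 searched there, 95 had a pentamer (51.9%, Wilson 95% interval 44.7 to 59.0%), at the 52.4 percentile of sets matched in the same way. The near-equality at 5 FPKM moved with the filter, to 58.1% of the 200 genes against 69.9% of others at 1 FPKM and 58.6% against 70.3% with no filter, but not at 20 FPKM (58.2% against 56.7%), none of them matched on 3' UTR length. Without genes listed at 0 it was 67.9% against 66.4%. Other motifs were more frequent among the 200 genes, at 21.4% against 13.9% for the nonamer TTATTTAWW and 80.1% against 74.6% for runs of 5 or more T, also without matching on 3' UTR length. Genes with 6 or more pentamers (821 genes) had a median of 0.09 relative to all genes on the log2 scale, at the 99.9 percentile of 10000 matched sets. Genes without a pentamer (1891 genes) were at -0.02 and the 1.12 percentile. The classes between did not follow an order, with 0.01 (39.4 percentile) for 1 to 2 pentamers (1741 genes) and -0.04 (66.3) for 3 to 5 (1049 genes). The 4 pentamer classes accounted for 0.167% of the variance of the log2 ratios across genes.

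**Figure D3:**
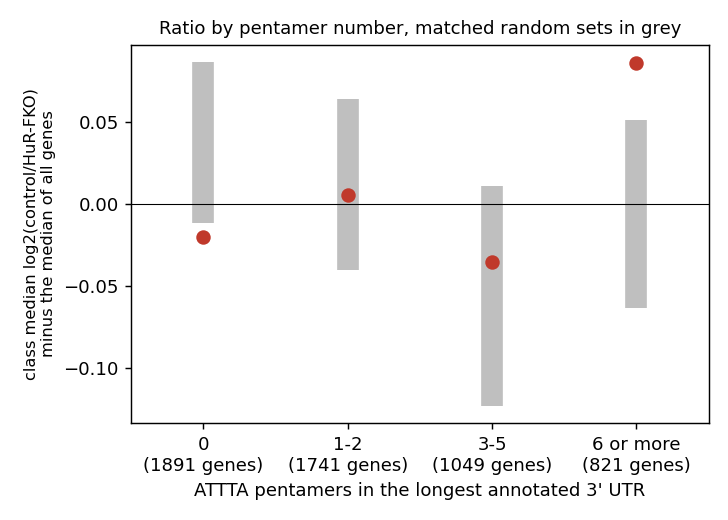
Median log2 control over HuR-FKO relative to all genes (y axis) by number of pentamers in the 3' UTR (x axis), with the number of genes under each class. Grey bars span the central 95% of matched random sets, and the classes with 6 or more pentamers (0.09) and with none (-0.02) lie outside theirs.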

Values the study reported

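The study selected 200 genes as HuR targets, those most enriched by the immunoprecipitation. It reported that the half-life of Insig1 mRNA went from 4.3 h to 1.2 h in adipocytes lacking HuR. For a reporter carrying the Insig1 3' UTR in 293T cells, it gave a half-life of 6.7 h with HuR overexpression and 2.4 h in the control.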

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

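The values in this part come from noncoding gene models, which the comparisons of protein-coding genes do not use. They were singled out after the data were seen, as those of the 10 most abundant noncoding models of 300 bases or more whose value was higher in the library labelled HuR-FKO. The mitochondrial ribosomal RNA mt-Rnr2 was at 16470 FPKM in HuR-FKO and listed at 0 in control, where the other mitochondrial ribosomal RNA, mt-Rnr1, was at 9036 against 1798 FPKM. Malat1, a nuclear long noncoding RNA, was at 4032 against 1303 FPKM, 3.09-fold higher. This is less than the 4.66-fold of the median protein-coding gene. Gm10076 was at 3786 against 1310 FPKM, also a smaller rise than that median, and the pseudogene Gm21596 at 1264 against 168 FPKM. AC131780.1 (chromosome 9, 3000282 to 3038313, mm10) was at 1007 against 11.5 FPKM, Gm17494 at 262 against 51.5 FPKM, and AC163097.1 at 184 against 5.78 FPKM.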

How the results depend on the processing

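No paired analysis was possible because each genotype had 1 library. The alternatives without genes listed at 0, without genes seen in the study's tables and with other shares for library totals were chosen after seeing the data. Both pseudocounts, summing rows of a symbol and leaving out genes listed at 0 kept the counts within 1.5 times. Scaling and filters did not. Genes at least 2-fold higher in control (179) numbered 464 at a filter of 1 FPKM, 35 at 20 FPKM, 881 with no filter, 646 after median centring, 948 after upper-quartile scaling, 64 on TPM and 397 over all genes. Genes at least 2-fold higher in HuR-FKO (4589) numbered 8049 at 1 FPKM, 1870 at 20 FPKM, 10039 with no filter, 2208 after median centring and 1640 after upper-quartile scaling. The share higher in control (7.41%) was 9.34% at 1 FPKM, 4.64% at 20 FPKM, 11.7% with no filter, 30.6% after median centring, 42.4% after upper-quartile scaling, 2.41% on TPM and 9.38% over all genes. The log2 ratio at rank 200 (0.81) was 2.74 at 1 FPKM, 3.04 with no filter, 2.38 after median centring, 2.79 after upper-quartile scaling and 2.41 over all genes, and it turned negative at 20 FPKM (-0.62) and on TPM (-0.55). Filters change the number of genes ranked, and each scaling adds a constant to every ratio. The TPM constant rests largely on very short models. Elavl1 (-0.65) turned to 0.92 after median centring and 1.32 after upper-quartile scaling, and was -2.01 on TPM. The 5 lists outside random lists became 3 at 20 FPKM, 3 over all genes and 3 without genes seen in the study's tables. At 1 FPKM and with no filter there were 5 lists, of which 3 were among the 5, and replication-dependent histones and muscle markers, which had 3 members at 5 FPKM, were outside at both; with random lists not matched on expression 5, of which 2 were. Where no construction is named, the cause was not tested. The share of DNA replication members above the median ratio (60%) was 47.2% with no filter and 0% at 20 FPKM, where 1 member was left. The share of the 200 genes with a motif was 21.4% for the nonamer (13.9% of other genes) and 80.1% for T runs (74.6%), which are other motifs. For single lists, 195 further values were within their interval and 13 were not. Values under median centring, upper-quartile scaling and TPM are among the 195 and could not change, because a constant leaves the share above the median ratio as it is.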

Other observations

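Predicted gene models that resemble satellite repeats stood far toward the library labelled HuR-FKO; these 11 models were chosen after their values were seen. Their summed level was 62.5 FPKM in the library labelled control and 6621 FPKM in the library labelled HuR-FKO, 106-fold higher, and single models ranged from 69.3-fold to 177-fold. Apart from Gm10800, Gm10801 and Gm21738, they lie on chromosome 9 between 3000922 and 3038316. That stretch overlaps the noncoding model AC131780.1 given above, so these models and AC131780.1 are not independent observations. Gm10800 (chromosome 2, 98666547 to 98667301) was at 19.7 against 2405 FPKM, and Gm10801 beside it at 8.99 against 1079 FPKM.

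Of the tests in this part, the one on abundant noncoding models was chosen only after the result was seen, and it replaced an earlier one on ribosomal RNA, because the most abundant noncoding model, Gm15564, could not be assigned to ribosomal RNA with the reference used here. The first pattern is the shift of most protein-coding genes toward the library labelled HuR-FKO. The 10 most abundant noncoding models gained 4.42 percentage points of estimated fragments in control, against a protein-coding deficit of 34.7 points. On these estimates the 10 models leave most of the deficit unaccounted for. The gain is lowered by mt-Rnr2, at 2.61% in HuR-FKO and listed at 0 in control, which can be a failed estimate. Protein-coding and noncoding models held an estimated 14.3% and 13.5% of fragments in control, and 49.0% and 11.5% in HuR-FKO. The rest of the fragments, a larger share in control, was not placed in these models. Models under 300 bases, whose fragments cannot be estimated, keep this explanation open. Among them, Gm24245 and Gm24187 were 2.93-fold and 3.15-fold higher in control. A comparison with the ratio of library totals was dropped as void, since FPKM divides by each library's own total. A difference in total RNA recovered with the antibody was not tested.

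The second pattern is the wide spread of ratios. A planned comparison with Poisson counts was dropped as void, since single libraries of different animals can differ by more than counting noise whatever the cause, and the part of the spread due to counting error was not measured. Transcript length had a Spearman rho of -0.08 across genes, which are not independent replicates. This argues against a steady trend of the ratio with length. Whether the spread itself differs with length was not measured. Binding to AU-rich 3' UTRs met its test, with genes of 6 or more pentamers at the 99.9 percentile, but the shift of 0.09 and 0.167% of the variance leave nearly all of the spread to other causes, and genes with at least 1 T run had a median of 0.02 (99.6 percentile) and those with at least 1 nonamer -0.05 (57.5). Amplification duplicates, overlapping genes and differences between the animals used stay open, since there was 1 library per genotype.

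The third pattern is the satellite-like models. If genomic DNA were present, genes of olfactory and vomeronasal receptors, a large family spread over the genome, should be higher as well. Olfactory and vomeronasal receptor genes summed to 114 FPKM in the library labelled HuR-FKO and 6.01 FPKM in the library labelled control, 19.03-fold higher, and 16.8-fold without the highest gene. Of 1580 such genes, 160 were above 0 in the library labelled HuR-FKO and 60 in control, so a minority of them made up the sum. The sum met the test for genomic DNA in the library labelled HuR-FKO, which stays a hypothesis. Whether genomic DNA would leave most of these genes at 0 was not tested. The median protein-coding gene was itself 4.66-fold higher in that library. Transcription of receptor genes in fat, repeat transcription and reads shared between repeat copies were not tested.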
